A study of Mus musculus with 7 samples.

How the data were processed

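The series profiled transcription factor binding in mouse embryonic stem cells (ESCs) by chromatin immunoprecipitation followed by sequencing (ChIP-seq). Oct1 (gene Pou2f1) and Oct4 (gene Pou5f1) are POU-domain factors that bind related octamer sequences. Per the labels, 7 samples of parental cells were sequenced. Of these, 4 were ChIP libraries with a peak list used here, namely Oct1 in undifferentiated ESCs, Oct4 in undifferentiated ESCs, Oct1 at day 3 of mesodermal differentiation and Oct1 at day 6. The other 3 samples were inputs (ESC, day 3 and day 6), which were not analysed here. The conditional knockout and retinoic acid arms that the series describes were likewise not analysed here. Each group was assigned from the source name of its sample, and each held 1 library.

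Per the labels' protocols, chromatin was crosslinked with 1% formaldehyde and sequenced on a NovaSeq as paired reads of 50 bp, with a stated depth of 100 M read pairs. Mesodermal differentiation used Bmp4 for 2 days and then Rspo3 with LDN-193189, an inhibitor of BMP receptors, for 4 days. Each deposited peak list had 5 columns (chromosome, start, end, name and score), without a header. The score was a whole number per peak given by the authors, with no unit, and the deposited lists held no summit, fold or p-value column. The aligner, the peak caller, its threshold, the control and the genome build were stated neither in the labels nor in the lists. Peaks came in 1 list per library, so none was pooled over replicates. All starts and ends were multiples of 10 bp, the narrowest peak was 500 bp wide, and no peak overlapped another of its own list. The score was used to rank or filter peaks within a list. It was also summarised for each list by its median, its maximum and the share of the summed score held by the top 1% of peaks, and setting these shares side by side treats the score as a linear quantity in every list. In addition, 1 alternative applied a common minimum of 62 to all lists and so assumed a shared scale.

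No genome sequence was used here, so motif contents were not computed. Genes came from a RefSeq table of assembly GRCm38.p6 with 49943 genes on chromosomes 1 to 19, X and Y, of which 21887 gene symbols were protein-coding. The build of the peaks was inferred by moving all peaks by up to 10 kb and counting how many midpoints lay within 1 kb of a gene end. For day 6 Oct1 peaks this share was 76.4% without displacement and 12.5% or 12.7% after a displacement of 10 kb to either side, and it was highest without displacement on 20 of 21 chromosomes. Chromosome Y, the exception, was too thinly covered to decide. Coordinates are therefore given as the authors' lists place them (1-based), read as GRCm38. The gene table gave neither strand nor exons. The planned share of peaks near a transcription start site was replaced by the share of peak midpoints within 1 kb of either end of an annotated gene, and whether a peak inside a gene is exonic or intronic is not known.

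Lists were compared by overlap of at least 1 bp, counted in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) and checked with bedtools 2.31.1, which gave identical counts for every pair of lists. Shares carry exact Clopper-Pearson 95% intervals, and odds ratios carry 95% intervals on the log scale. Chance overlap was the mean of 1000 random placements of the query peaks on their own chromosomes. It was also computed after a fixed shift of 100 kb to either side, and with 200 placements that kept whether a peak lay within 1 kb of a gene end. The last of these was chosen after the data were seen, as was the use of gene ends. Fixed gene lists were scored by the number of genes with a peak in the gene body or within 10 kb of it, against 10000 random lists of the same size matched on deciles of gene length. The percentile given is that of the observed number among the random lists, with ties shared equally between below and above, and describes these libraries only. The lists were pluripotency (16 genes), mesoderm (24), neural (15) and genes described in earlier work as Oct1 targets (20, namely Polr2a, Ahcy, Taf12, Blcap and the histone H2B genes). Every list symbol but Tbxt, which the table carries under the symbol T, was matched. Figures were drawn with matplotlib 3.10.9.

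The depth of each library is unknown, because the lists hold no read counts. Intervals cover only the counting of peaks, not sequencing, antibody or culture variation, and peaks are not replicates. With 1 library per group, no test across libraries was possible and none was made.

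The functions were tested on simulated data first. A planted overlap of 40.0% between lists of 17709 and 22817 peaks was recovered as 40.0%. For 20 lists of 17709 unrelated peaks set against the ESC Oct4 list, the mean fold over chance was 1.01, from 0.888 to 1.10 for single lists. These lists and the chance placements were both spread evenly over the chromosomes. The value therefore checks the function, and not whether even placement is a fair measure of chance for real peaks. A simulated odds ratio of 1.65 over 17709 peaks was found as 1.58, and 97.0% of its 95% intervals covered the true value. A planted share of 70.0% of 7758 peaks at gene ends was recovered as 70.0%. Over 100 unrelated lists of 20 genes, the mean percentile was 47.7.

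The comparisons, the gene lists, the alternatives not named above as later additions, and the rule for the sites named were fixed before the data were examined. That rule named the 3 peaks with the highest score of each list, the 3 with the highest ESC Oct1 score among peaks in all 4 lists, the 3 with the highest day 6 score among Oct1 peaks at day 3 and day 6 but in neither ESC list, the gene nearest to each, and list genes with a peak. Alternatives changed the overlap rule, the score threshold, the width of the peaks, the chromosomes, the treatment of clusters of peaks (4 or more other peaks within 10 kb), the length of the lists, the distance to gene ends and the assignment of peaks to genes.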

Results

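Binding of Oct1 was profiled by ChIP-seq in parental mouse ESCs and at day 3 and day 6 of their differentiation towards mesoderm, and binding of Oct4 was profiled in the undifferentiated ESCs. The series title presents Oct1 as a partner of Smad transcription factors in mesodermal specification. The libraries therefore address where Oct1 is bound before and during differentiation, and how far its sites in ESCs coincide with those of Oct4, a pluripotency factor of the same family. Each of the 4 groups had 1 library, so there was no replicate error against which to set a difference between groups. The intervals below are 95% intervals for the counting of peaks alone.

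The authors' list for Oct1 in ESCs held 17709 peaks covering 12.4 Mb, with a median width of 630 bp. The ESC Oct4 list held 22817 peaks covering 16.2 Mb (median 640 bp). Fewer Oct1 peaks were listed in differentiating cells, namely 4867 peaks over 3.17 Mb at day 3 (median 600 bp) and 7758 peaks over 5.53 Mb at day 6 (median 640 bp). The authors' score spanned several orders of magnitude within each Oct1 list. In ESCs its median was 106 and its maximum 163148, at day 3 the median was 194 and the maximum 162276, and at day 6 the median was 508 and the maximum 30599. The top 1% of peaks held 39.0% of the summed score in the ESC Oct1 list and 39.1% in the day 3 list, against 9.18% at day 6 and 7.69% for Oct4. Numbers of peaks depend on depth and threshold, which are not known, so the differences in number are given as listed. Under a common minimum score of 62, 15213 ESC Oct1, 21860 ESC Oct4, 4481 day 3 and 7606 day 6 peaks remained, which assumes that the scores share a scale.

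Whether both factors occupy the same sites in ESCs was examined by overlap. Of the ESC Oct1 peaks, 10461 (59.1%, interval 58.3 to 59.8) overlapped an ESC Oct4 peak. Random placement gave a mean of 1.61% and a maximum of 1.92%, so the overlap was 36.8-fold over chance. In the other direction, 46.0% of Oct4 peaks (45.3 to 46.6) overlapped an Oct1 peak. The overlap rose steadily with the Oct4 score, from 21.3% in the lowest 10% of Oct4 peaks to 77.5% in the highest 10%. It changed little with the Oct1 score, lying between 51.0% and 63.1% in all 10 score classes of ESC Oct1 peaks. The alternative that moved this overlap most shortened every list, that of Oct4 included, to the 4867 peaks with the highest scores, which gave 37.3%.

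**Figure D1:**
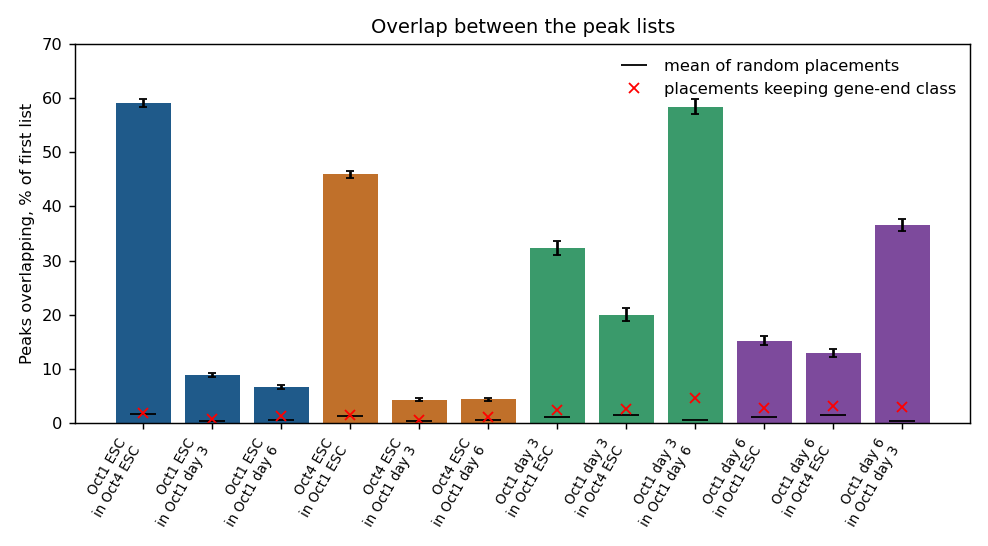
Share of the peaks of a first list that overlapped a peak of a second list (y axis, % of the first list) for all 12 ordered pairs of the 4 lists, coloured by the first list. Error bars are exact 95% binomial intervals, black lines are the mean of 1000 random placements and red crosses the mean of 200 placements that kept whether a peak lay within 1 kb of a gene end. The tallest bars are ESC Oct1 in ESC Oct4 (59.1%) and day 3 in day 6 (58.5%).

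The time course asked which Oct1 sites persist, disappear or appear as cells differentiate. Of the ESC Oct1 peaks, 1572 (8.88%, 8.46 to 9.31) overlapped a day 3 Oct1 peak, which was 27.4-fold over random placement. At day 6 the number was 1180 (6.66%, 6.30 to 7.04), or 13.1-fold. Both later lists overlapped 532 ESC Oct1 peaks, and neither overlapped 15489 (87.5%, 87.0 to 87.9). Seen from the later lists, 32.3% of day 3 peaks (31.0 to 33.6) and 15.2% of day 6 peaks (14.5 to 16.1) lay at an ESC Oct1 peak. Of day 3 peaks, 2845 (58.5%, 57.1 to 59.8) overlapped a day 6 peak, and 36.6% of day 6 peaks (35.5 to 37.7) overlapped a day 3 peak. The fold over random placement was 121 for day 3 in day 6, 27.9 for day 3 in ESC Oct1 and 13.3 for day 6 in ESC Oct1, and over a shift of 100 kb it was 42.8, 11.4 and 6.08. When the placements kept whether a peak lay within 1 kb of a gene end, it was 12.7 for day 3 in day 6, 13.6 for day 3 in ESC Oct1 and 5.39 for day 6 in ESC Oct1. In neither ESC list were 3116 day 3 peaks (64.0%) and 6359 day 6 peaks (82.0%), and 4073 day 6 peaks (52.5%) lay in no other list. All 4 lists shared 239 sites, counted as ESC Oct1 peaks.

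ESC Oct1 peaks that had a peak again later were among the stronger ones of their list. The median score percentile was 85.6 (83.9 to 87.0) for peaks also listed at day 3 and 80.7 (78.4 to 83.0) for those also listed at day 6, against 46.6 for the peaks not found at day 3 and 46.6 for those not found at day 6. In the highest 10% of ESC Oct1 scores, 37.8% had a day 3 peak and 23.9% a day 6 peak. In the lowest 10% these shares were 3.22% and 1.69%. Within the later lists, day 3 peaks with the highest 10% of scores overlapped ESC Oct1 peaks most often (58.7%). At day 6 it was the lowest 10% of scores that did so most often (43.0%), followed by the next 10% (24.6%), while the highest 10% reached 20.2%.

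**Figure D2:**
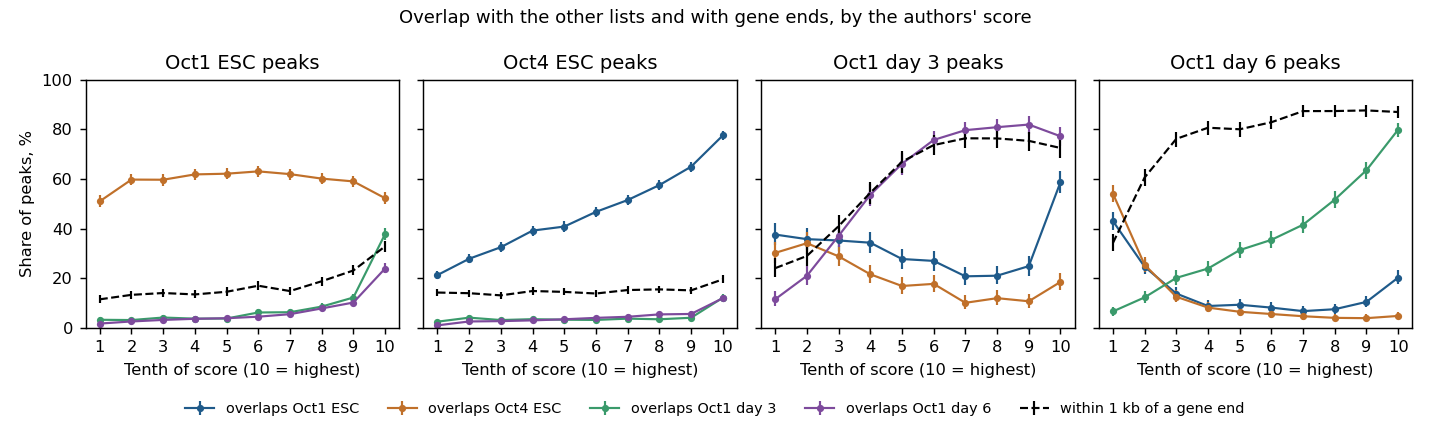
Share of peaks (y axis, %) that overlapped each of the other lists or lay within 1 kb of a gene end, by 10 equal classes of the authors' score within each list (x axis, 10 is the highest), with exact 95% intervals as error bars. Overlap of day 6 peaks with ESC Oct4 peaks fell from 54.1% in the lowest class to 4.77% in the highest, while their overlap with day 3 peaks rose from 6.57% to 79.9%.

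It was then asked whether an Oct4 peak in ESCs goes along with keeping an Oct1 peak. At day 3, 7.70% (7.20 to 8.23) of the 10461 ESC Oct1 peaks with an Oct4 peak had an Oct1 peak, against 10.6% (9.87 to 11.3) of the 7248 without, an odds ratio of 0.706 (0.637 to 0.784). At day 6 the shares were 7.54% (7.04 to 8.07) and 5.39% (4.89 to 5.94), an odds ratio of 1.43 (1.26 to 1.62). The directions were the same in each of the 4 quartiles of the ESC Oct1 score, although the intervals included 1 in the lowest quartile at day 3 (0.787, 0.564 to 1.10) and in the highest at day 6 (1.14, 0.968 to 1.35). Among peaks away from gene ends, the odds ratio was 0.881 (0.772 to 1.01) at day 3 and 3.50 (2.82 to 4.34) at day 6. Among peaks at gene ends, both odds ratios lay below 1, at 0.499 (0.418 to 0.596) for day 3 and 0.704 (0.587 to 0.845) for day 6. The day 6 direction depended on the weaker peaks. When only the 50% of each list with the higher scores was kept, the day 6 odds ratio was 0.456 (0.366 to 0.567), and with every list shortened to 4867 peaks it was 0.621 (0.496 to 0.777).

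**Figure D3:**
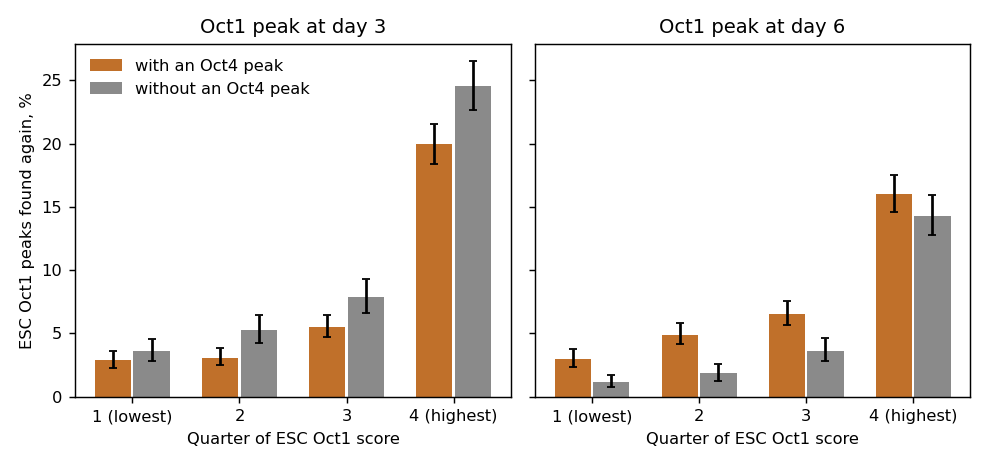
Share of ESC Oct1 peaks (y axis, %) that overlapped an Oct1 peak at day 3 (left) or day 6 (right), by quartile of the ESC Oct1 score (x axis), for peaks with (orange) and without (grey) an ESC Oct4 peak. Error bars are exact 95% intervals. In the highest quartile the shares with and without Oct4 were 19.9% and 24.6% at day 3 and 16% and 14.3% at day 6.

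Sites with only an Oct4 peak in ESCs seldom carried an Oct1 peak later. Of these 12327 sites, 178 (1.44%, 1.24 to 1.67) overlapped a day 3 peak and 213 (1.73%, 1.51 to 1.97) a day 6 peak. These shares were 4.89-fold and 3.62-fold over random placement, and 2.01-fold and 1.45-fold over the same peaks shifted by 100 kb. By comparison, sites with only an Oct1 peak in ESCs carried one in 10.6% of cases at day 3 and in 5.39% at day 6.

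The position of peaks relative to genes differed between lists. In ESCs, 17.3% of Oct1 peaks (16.8 to 17.9) and 15.0% of Oct4 peaks (14.5 to 15.4) had their midpoint within 1 kb of a gene end. The share was 58.9% (57.6 to 60.3) at day 3 and 76.4% (75.4 to 77.3) at day 6, where random positions gave 6.57% to 6.69%. The median distance to a gene end was 7372 bp for ESC Oct1 peaks, 356 bp at day 3 and 151 bp at day 6. The widening to 5 kb moved these shares most for the ESC lists, to 40.3% for Oct1 and 40.2% for Oct4, with 74.3% at day 3 and 88.0% at day 6. Day 6 peaks in no other list lay at a gene end in 82.0% of cases. Counted by gene, 1865 of 21887 protein-coding genes had an ESC Oct1 peak at an end, 1950 an ESC Oct4 peak, 3060 a day 3 peak and 6445 a day 6 peak. Of the 3060 genes at day 3, 2634 (86.1%) also had a peak at an end at day 6.

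**Figure D4:**
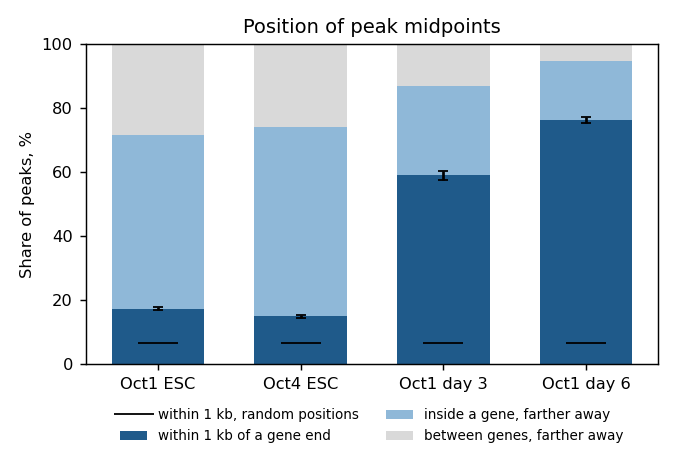
Position of peak midpoints in each list (y axis, % of peaks), divided into within 1 kb of a gene end, inside a gene but farther away, and between genes. Error bars are exact 95% intervals of the gene-end share and black lines are the gene-end share of random positions. The gene-end share was 17.3% and 15.0% in the ESC lists, 58.9% at day 3 and 76.4% at day 6.

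Peaks were not spread over chromosomes in proportion to genes. Chromosome 11 held 14.1% of ESC Oct1 peaks, 13.2% of ESC Oct4 peaks, 13.7% of day 3 peaks and 10.5% of day 6 peaks, against 7.35% of protein-coding genes. It had the highest ratio of peaks to genes of the 19 autosomes in all 4 lists. Chromosome X, with 4.41% of genes, held 0.497%, 0.447%, 1.54% and 2.11% of the peaks in the same order of lists.

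**Figure D5:**
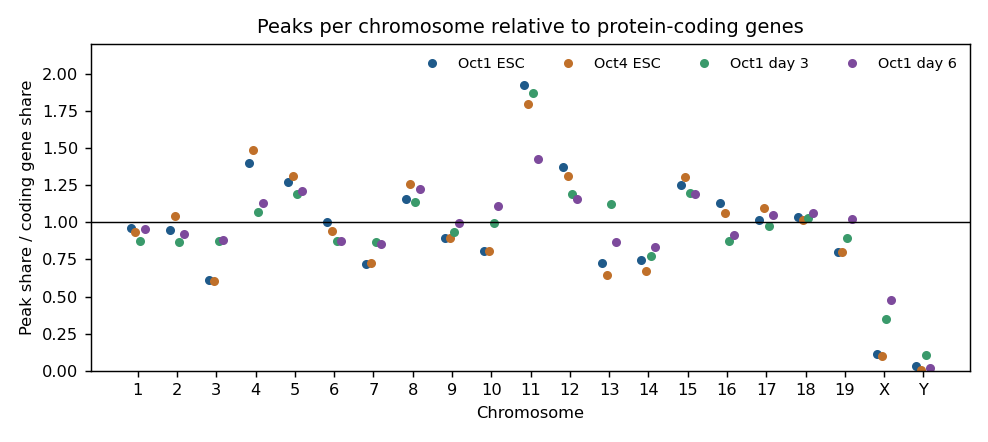
Share of a list's peaks on each chromosome divided by that chromosome's share of protein-coding genes (y axis, a ratio without unit), for each chromosome (x axis) and list (colour). The line marks a ratio of 1. Chromosome 11 lies between 1.42 and 1.92 in the 4 lists.

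The 3 peaks with the highest score of each Oct1 list were shared across time. This does not extend to strong peaks in general. In the highest 10% of ESC Oct1 scores, 37.8% had a day 3 peak and 23.9% a day 6 peak. The highest score in the ESC Oct1 list (163148) and in the day 3 list (162276) belonged to a peak at one end of Ndufa4l2 (gene ID 407790), at chromosome 10, 127508921 to 127510060 in the ESC list. The same site ranked 4 at day 6 and 59 among ESC Oct4 peaks. In ESCs and at day 3, the peak that ranked 2 lay at an end of Polr2a (gene ID 20020), which encodes the largest subunit of RNA polymerase II (chromosome 11, 69758301 to 69759600, ESC score 124348). It ranked 7 at day 6 and 123 for Oct4. A peak at an end of Zmiz2 (gene ID 52915; chromosome 11, 6388861 to 6389790) ranked 3 in ESCs and at day 3 and 1 at day 6 (score 30599), and overlapped no Oct4 peak. The other leading day 6 sites lay inside Kdm2b (gene ID 30841; chromosome 5, 122899681 to 122900910, rank 2), 29631 bp from the nearer end of the gene, and at an end of Crlf2 (gene ID 57914; chromosome 5, 109558381 to 109559410, rank 3). Both were also among the 5 highest Oct1 scores in ESCs and at day 3 and lacked an Oct4 peak. The peak with the third highest ESC Oct1 score among sites in all 4 lists lay at an end of Fbxo47 (gene ID 72973; chromosome 11, 97884021 to 97884720).

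The highest Oct4 score (56404) belonged to a peak of 5760 bp over the ribosomal RNA pseudogene Rn18s-rs5 (gene ID 110183; chromosome 17, 39843031 to 39848790). This region had a peak in all 4 lists, with rank 11 in the ESC Oct1 list, 20 at day 3 and 671 at day 6. The next Oct4 peaks lay inside Camta1 (gene ID 100072; chromosome 4, 151604281 to 151605100, score 8729) and Sfi1 (gene ID 78887; chromosome 11, 3142991 to 3145220, score 5922). Both sites also had an ESC Oct1 peak, with ranks 48 and 111. For these rankings no peaks were filtered out by region, and the inputs were not used. The scores therefore do not separate factor binding from other sources of signal. Among Oct1 sites present at day 3 and day 6 and in neither ESC list, the highest day 6 scores lay at ends of Cyth1 (gene ID 19157; chromosome 11, 118248301 to 118249020, score 4853), Fau (gene ID 14109; chromosome 19, 6057531 to 6058230, score 4527) and Upf1 (gene ID 19704; chromosome 8, 70352971 to 70353740, score 4480). They ranked 35, 38 and 40 of 7758 peaks at day 6.

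Fixed lists of genes were examined for peaks in the gene body or within 10 kb. Of the 16 pluripotency genes, 12 had an ESC Oct1 peak, against a mean of 5.05 in random lists matched on gene length (percentile 99.99). ESC Oct4 peaks were listed at 9 of them (percentile 93.9). Day 3 and day 6 Oct1 peaks were listed at 5 and 6 of them, near the random means of 3.68 and 6.35. Esrrb had 12 Oct1 and 12 Oct4 peaks in ESCs and none later. Pou5f1 itself had 3 Oct1 and 3 Oct4 peaks in ESCs, the latter with scores up to 3408 (percentile 99.9), and 1 Oct1 peak at each later time. Zfp42 had an Oct1 peak with score 2665 in ESCs and one with score 383 at day 3. Nanog and Tfcp2l1 had Oct1 peaks only in ESCs and no Oct4 peak. Sox2 had no peak in either ESC list and 1 Oct1 peak at day 3 and at day 6. These absences hold for this window and these peak lists only. When a peak was given only to the gene with the nearest end, 15 of the 16 genes had an ESC Oct1 peak and 12 an ESC Oct4 peak.

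Of the 24 mesoderm genes, 12 had an ESC Oct1 peak (random mean 7.35, percentile 97.9) and 13 an ESC Oct4 peak (random mean 8.74, percentile 96.4). At day 3 the number was 6 (random mean 5.45) and at day 6 it was 7 (random mean 9.31, percentile 16.4), both within the central 95% of the random lists. Tbx6 (2 peaks, score up to 1506) and Foxc2 (2 peaks, score up to 1178) had Oct1 peaks at day 6 and none in ESCs. The same held for Meox1 (score 213) and Cited2 (score 71), and Tbx6 already had a day 3 peak (score 248). The reverse was more frequent, since of the 12 genes with an ESC Oct1 peak only Pax3, Kdr and Dll1 also had one at day 6. Dll1 had a peak in all 4 lists. With 24 genes, only large departures from the random lists were detectable.

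Of the 15 neural genes, 9 had an ESC Oct1 peak (percentile 99.2), 9 an ESC Oct4 peak (96.6), 8 a day 3 peak (99.5) and 9 a day 6 peak (94.5). Hes5 and Zic1 had Oct1 peaks in ESCs, at day 3 and at day 6, with highest score percentiles from 99.2 to 99.8, and no Oct4 peak. Among the 20 genes described earlier as Oct1 targets, 17 had an Oct1 peak in ESCs and 18 at day 3, and no random list of 10000 held as many. At day 6 the number was 12, which 4 random lists reached, and 8 had an ESC Oct4 peak (percentile 94.7). Most of these genes are histone H2B genes that lie in clusters and share peaks, so they are not independent, whereas the random genes were drawn singly. At day 6 the H2B genes with a peak had score percentiles of at most 46.3. With only the 50% of day 6 peaks with the higher scores, 3 of the 20 genes kept a peak (percentile 54.1).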

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

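The division by quartiles of the ESC Oct1 score was planned. Its use as a test of the opposite directions was chosen only after the result was seen. The same holds for the reading of the direction separately at and away from gene ends.

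At ESC Oct1 peaks, the presence of an ESC Oct4 peak went along with fewer Oct1 peaks at day 3 (odds ratio 0.706) and more at day 6 (odds ratio 1.43). The opposite directions at the 2 times drew attention to this result. The day 6 odds ratio was 2.03 times the day 3 one, with an interval of 1.79 to 2.29 from 1000 resamplings of the 17709 peaks. With 1 library at each time, the difference between times was not tested across replicates, and the interval says nothing about variation between cultures.

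The strength of the ESC Oct1 peak did not account for the opposite directions, which held in 4 of 4 quartiles of its score, with intervals that included 1 in the lowest quartile at day 3 and in the highest at day 6. The different shares of peaks at gene ends did not account for the difference between the times. The ratio of the odds ratios was 3.97 (3.22 to 4.93) among peaks away from gene ends and 1.41 (1.18 to 1.67) among peaks at gene ends. The opposite directions themselves were not shown in either class. Away from gene ends the day 3 interval included 1 (0.881, 0.772 to 1.01), and at gene ends both odds ratios lay below 1 (0.499 and 0.704). Whether gene-end shares contribute to the opposite directions therefore stays open. Clusters of peaks, as repeats can give, were not needed, since the ratio was 1.86 (1.65 to 2.11) with clustered peaks left out of every list.

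The weaker peaks of the day 6 list did account for the direction at day 6. With only the 50% of day 6 peaks with the higher scores, the day 6 odds ratio was 0.395 (0.322 to 0.483), on the same side of 1 as at day 3, where the corresponding value was 0.506 (0.436 to 0.587). With only the 50% with the lower scores, it was 3.53 (2.92 to 4.28) at day 6 and 0.985 (0.855 to 1.13) at day 3. The opposite directions may therefore come from weak day 6 peaks at sites with both factors in ESCs, and a lower effective threshold or more background at such sites in the day 6 library is a candidate explanation. A change in Oct1 binding between the 2 stages of differentiation stays open as well and was not tested. Depth, the threshold and the use of the inputs in calling the peaks are not known, so their part in it is open.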

How the results depend on the processing

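The alternative that kept whether a peak lay at a gene end was chosen after the data were seen, as was the use of gene ends in place of transcription start sites. All others were planned. In all, 64 results were recomputed, giving 242 alternative values. Of these, 126 stayed within their interval, within 1.5 times for counts, or on their side of the central range for gene-list percentiles. The cause of the changes below was not tested. Some alternatives lower overlap by their construction, namely stricter overlap, narrower peaks and, in part, the removal of peaks from the second list.

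Stricter rules of overlap lowered the shared fractions. When each peak had to cover at least 50% of the other, 54.6% of ESC Oct1 peaks were shared with Oct4, 8.10% with day 3 and 5.54% with day 6, and 55.2% of day 3 peaks with day 6, while the day 6 odds ratio for Oct4 was 1.65. With midpoints within 200 bp, the same shares were 50.3%, 7.66%, 5.18% and 52.8%, and the odds ratios were 0.802 at day 3 and 1.80 at day 6. With 200 bp windows around the midpoints, they were 50.04%, 7.63%, 5.10% and 52.5%, with odds ratios of 0.810 and 1.81. Leaving out clustered peaks gave 55.8% of ESC Oct1 peaks shared with Oct4. Both odds ratios kept their direction under these settings and on autosomes only.

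The score threshold mattered more. It shortened the first and the second list alike, so its effect mixes weaker peaks with fewer peaks to overlap. ESC Oct1 peaks whose Oct4 peak was removed then counted as without Oct4. With the 50% of each list with the higher scores, the 4 shares were 48.0%, 8.10%, 4.47% and 67.8%. The odds ratios were then 0.587 at day 3 and 0.456 at day 6, and away from gene ends 0.556 at day 6, so the day 6 direction reversed. Sites with only Oct4 in ESCs had a day 3 peak in 0.252% and a day 6 peak in 0.210% of cases. With every list shortened to the 4867 highest scores, the shares were 37.3%, 20.7%, 8.44% and 49.6%. The day 6 odds ratio reversed again to 0.621, and away from gene ends it was 0.955. Sites with only Oct4 had a day 3 peak in 1.84% and a day 6 peak in 0.590% of cases.

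Fold values over chance depended on what counted as chance, and all stayed above 1. Against peaks shifted by 100 kb, they were 12.2 for ESC Oct1 in Oct4, 11.4 for ESC Oct1 at day 3, 5.99 at day 6 and 42.8 for day 3 in day 6, and 2.01 and 1.45 for sites with only Oct4 at day 3 and day 6. Against placements that kept the gene-end class, they were 32.0, 12.5, 5.12, 12.7, 2.77 and 1.81 in the same order.

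The rise of the gene-end share from the ESC lists to day 3 and day 6 held under each alternative for it. Within 5 kb, the share was 40.3% for ESC Oct1, 40.2% for Oct4, 74.3% at day 3 and 88.0% at day 6. With protein-coding genes only, it was 9.67%, 8.11%, 53.2% and 71.7%. With the 50% of peaks with the higher scores, it was 21.2%, 15.8%, 74.8% and 86.5%.

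Percentiles of the gene lists were read against the central range from 2.5 to 97.5. With a window of 50 kb, ESC Oct1 fell inside it for pluripotency (96.6) and neural genes (85.2), as did day 3 Oct1 for neural genes (96.4), while ESC Oct4 rose above it for the earlier Oct1 targets (99.98). When a peak was given only to the gene with the nearest end, ESC Oct4 rose above the range for pluripotency (99.99), mesoderm (98.5) and neural genes (99.97), day 3 Oct1 for mesoderm genes (98.2) and day 6 Oct1 for neural genes (99.7). Day 6 Oct1 fell inside it for the earlier targets (85.6). With the 50% of peaks with the higher scores, ESC Oct4 at pluripotency genes rose to 98.96, day 3 Oct1 at neural genes fell to 97.3 and day 6 Oct1 at the earlier targets fell to 54.1. The ESC Oct1 percentiles for mesoderm genes and for the earlier targets, and the day 3 percentile for the earlier targets, stayed above 97.5 under all 3 alternatives.

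The numbers of peaks stayed within 1.5 times under a common minimum score and under merging of peaks within 500 bp. The score percentiles of ESC Oct1 peaks found again stayed within their intervals under the stricter overlap. Beyond the values above, 44 others moved, 6 upwards and 38 downwards. These were the overlaps in the other direction or of the later lists with Oct4, and the numbers of list genes with a peak.

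The planned motif alternatives (100 bp windows, flanking windows 10 kb away, shuffled sequence and the higher-scoring peaks) were not run, since no genome sequence was used here. The planned use of another column for strength, for the score of recurring peaks and for the named sites, was not run, since the score was the only such column. No paired analysis was possible because each group had 1 library. Depth is unknown for all 4 libraries. This limits the reading of every difference in peak number and of every peak missing from a list, which can be below the threshold and not absent.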

Other observations

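Of the tests described here, that of a signal common to both antibodies, that of gene density, and those of clusters and of a few regions on chromosome 11 outside the ESC Oct1 list were chosen only after the result was seen.

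The weakest day 6 peaks lay at ESC peaks far more often than the stronger ones. Of the 776 day 6 peaks in the lowest 10% of scores, 54.1% (50.5 to 57.7) overlapped an ESC Oct4 peak, against 4.77% (3.38 to 6.51) in the highest 10%. The chance overlap of wide or many peaks was far smaller, with a mean of 1.38% over 1000 random placements, at most 2.84% in any of them, and 4.06% after a shift of 100 kb. These weak peaks were also less often at gene ends (34.1%, against 87.0% in the highest 10%). Per site in ESCs, they lay at 2.89% of sites with both factors (302 sites), at 0.973% of sites with only Oct4 (120 sites) and at 0.469% of sites with only Oct1 (34 sites). The rate at sites with only Oct4 was 2.08 times (1.42 to 3.03) that at sites with only Oct1. This largely restates that these weak peaks overlapped ESC Oct4 peaks (54.1%) more often than ESC Oct1 peaks (43.0%), which was seen before the test was chosen, so it supports no explanation. A signal common to libraries of both antibodies, such as open chromatin in cells that had not differentiated, stays open. Over the lower-scoring 50% of day 6 peaks the preference was gone, with 1.51% (1.30 to 1.74) of sites with only Oct4 and 1.81% (1.51 to 2.14) of sites with only Oct1. In the day 3 library it was the other way round for the lower-scoring 50%, with 1.29% and 4.73%. Whether undifferentiated cells remained at day 6 was not tested, and the inputs, which bear on open chromatin, were not used here.

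The share of peaks at gene ends was higher at day 3 (58.9%) and day 6 (76.4%) than in ESCs (17.3% for Oct1). The greater number of ESC peaks did not explain it. Among the 4867 ESC Oct1 peaks with the highest scores, 25.4% (24.1 to 26.6) lay at a gene end, against 58.9% of as many day 3 peaks and 85.2% of as many day 6 peaks. Nor was the share as high as at day 6 among the strongest ESC Oct1 peaks. Among the 500 highest scores, the share was 47.0% (42.6 to 51.5) for ESC Oct1, 72.4% (68.3 to 76.3) at day 3 and 87.6% (84.4 to 90.4) at day 6. This cut does not exclude a smaller strong class at gene ends. Of the 293 ESC Oct1 peaks without Oct4 but with a day 3 and a day 6 peak, 81.6% lay at a gene end. Their median score was 631. They were picked by overlap with the later lists, which are themselves rich in gene ends. A change of Oct1 binding towards gene ends during differentiation remains open, as do differences between the libraries in chromatin preparation or in signal at open promoters. Neither was tested, and 1 library per time gives no measure of the variation between preparations.

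Chromosome 11 carried more peaks than its share of genes in every list. The ratio of its share of peaks to its share of protein-coding genes was 1.92 for ESC Oct1, 1.79 for ESC Oct4, 1.87 at day 3 and 1.42 at day 6. The highest ratios of another autosome were 1.40, 1.49, 1.19 and 1.22. For gene density, the peaks in bins of 10 Mb were set against the 20 bins of other autosomes with the nearest numbers of genes. Chromosome 11 then held 2.08 times (1.63 to 2.70, resampling bins) the ESC Oct1 peaks of such bins, 1.87 times (1.44 to 2.47) the ESC Oct4 peaks, 1.94 times (1.74 to 2.14) the day 3 peaks and 1.48 times (1.27 to 1.63) the day 6 peaks. This argues against gene density as the whole cause. The highest other autosomes reached 1.47, 1.53, 1.28 and 1.30, which lie within the intervals of chromosome 11 for ESC Oct4 and day 6. Clusters of peaks did not explain it, since without them the ratios were 1.85, 1.69, 1.87 and 1.42 in the same order of lists (next autosomes 1.39, 1.46, 1.195 and 1.22), with 17293, 21438, 4861 and 7746 peaks left. An excess in a few regions did not explain it, since of 13 bins of 10 Mb with at least 10 protein-coding genes, 13 for ESC Oct1, 12 for ESC Oct4, 13 at day 3 and 11 at day 6 had more peaks per gene than the median bin of the other autosomes. Extra copies of the chromosome in the cells remain open. Peaks at gene ends alone also showed the excess in every list, with 1.28 times the median of the other autosomes as the lowest value, at day 6. Any cause that acts on the whole chromosome predicts such an excess, so it gives extra copies no support of their own. In the same order of lists, the excess was 1.72, 1.73, 1.63 and 1.28 times at gene ends. Away from gene ends it was larger in every list, at 2.01, 1.85, 2.53 and 1.84 times. These ratios carry no interval, so the difference between the classes does not decide for or against extra copies. GC content and chromatin openness were not tested, and the inputs, which bear on copy number directly, were not used here.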
